A study of Mus musculus with 13 samples. Its data were reported in "Overcoming adaptive resistance to anti-VEGF therapy by targeting CD5L" (2023).

How the data were processed

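Gene expression was measured on 13 single-color Affymetrix Mouse Genome 430 2.0 arrays. The RNA came from cells sorted by FACS on CD31, an endothelial surface protein that some macrophages and platelets also carry, from SKOV3ip1 ovarian tumors. SKOV3ip1 is a human ovarian cancer line grown here in mice, and B20 is an antibody against VEGF-A, the main growth factor of blood vessels. The labels gave 5 arrays to the control group, 4 to the sensitive group and 4 to the resistant group, each as a separate biological replicate. The labels do not tie arrays to named animals, so the p-values measure the spread between these samples.

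The sources disagree on how the values were made. Per the labels, biotin-labeled cRNA was prepared by the standard Affymetrix protocol and processed with MAS5, with no version given. The methods of the study describe Illumina bead chips, normalization and filtering in BRB-ArrayTools and a minimum intensity of 100. The deposited table held values of 45101 Affymetrix probe sets and no missing value, which matches neither account in full. The values deposited by the authors were taken as log2 intensities because of their range and because the spiked hybridization controls BioB and CreX, which are added in increasing amounts, had mean values of 6.32 and 11.7. The base of the logarithm and the exact normalization by the authors are not given in the sources used here, so each fold change rests on a base of 2.

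Rules for these cases were set before the data were examined, together with the tests, the thresholds, the gene lists and the choice of named genes. The 2%-trimmed linear means of the arrays ran from 19.4 to 33.5, a ratio of 1.73 against a limit of 1.5, and the arrays were therefore quantile normalized. Because 91.1% of the values lay under an intensity of 100, the floor was set at the 30th percentile of all values, 2.01 on the log2 scale, in place of 100. Values under the floor were set to it, which understates the change of dim genes. The rule did not say whether the trimmed mean was to be taken on the linear or the log2 scale, and it was read on the linear scale.

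Of the probe sets, 34958 had 1 gene symbol in the platform table, 932 had several and 9211 were not listed there and stay unnamed. Of those with 1 symbol, 34754 were found by Entrez identifier in the reference gene table, and 0 symbols changed. After 64 control probe sets were left out, each of 18193 genes was represented by its probe set with the highest mean over all arrays. Genes above the floor on at least 4 of the 13 arrays were tested, which kept 15384 genes and left out 2809. Levels of different probe sets were not compared with one another. No genome build was named for the values, so no coordinates are given.

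Group means were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with an intensity trend over all 3 groups, which leaves 10 residual degrees of freedom. Tests were two-sided with Benjamini-Hochberg adjustment over genes, and a gene was called at an adjusted p under 0.05. Gene lists of cell types, pathways and cell states were tested with camera, which asks whether a list moved relative to the other genes, with a preset correlation of 0.01 between genes and adjustment over 29 lists. The lists held 526 genes, of which 485 had a probe set and 469 were tested. They were written after the study had been read, and its first results figure names some of the macrophage genes, so the lists are not independent of the study. For a list, the median is over its genes and the count adjusted over the list alone is given beside the count over all genes. Single values were compared by exact two-sided permutation of the arrays.

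Named genes are 11 genes the study is about in each comparison, called genes with non-overlapping groups, of which there were 0, and the members with the smallest p of each list described, at most 3 per list. One gene that this rule selects is not reported here. On simulated data with 200 changed genes among 15384, log2 changes of 1, 2 and 4 were recovered in 17.9%, 64.2% and 95.5% of the changed genes between resistant and sensitive arrays. The same shares were 26.9%, 82.1% and 95.5% between sensitive and control arrays and 32.8%, 73.1% and 95.5% between resistant and control arrays. A simulated shift of 1 in the macrophage and monocyte list was called in each comparison, with 0 of 28 other lists called. That count does not measure how often lists are called falsely on the real arrays. There the correlation estimated within this list was 0.71, against the preset 0.01. Of 35 splits of the resistant and sensitive arrays, 24 called at least 8 lists. The number of arrays limits the precision. Alternatives covered the scaling, the floor, the filters, the probe set rule, the variance model, the methods' t-test, run as a Student t-test without the random variance model that the study used, the set test, the replicate block and leaving out single arrays. Leaving out the arrays that stood apart, and the brightness of each array as a covariate, were added after the data were seen.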

Results

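Expression profiles were obtained from CD31-sorted cells of mouse tumors in a control group (n = 5), a group sensitive to the B20 anti-VEGF antibody (n = 4) and a group resistant to it (n = 4). Between 14316 and 14678 of the tested genes lay above the floor on each array. Replicate arrays correlated at 0.906 to 0.985 in the control group, 0.896 to 0.955 in the resistant group and 0.664 to 0.919 in the sensitive group. No arrays were identical.

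Markers of several cell types differed between arrays of one group. The median of the endothelial identity list was 6.79 and 7.34 on control arrays 4 and 5 and between 2.74 and 4.16 on the other 11 arrays. The macrophage and monocyte list had medians of 4.47, 4.98 and 4.996 on sensitive arrays 1, 2 and 3, against 9.54 on sensitive array 4 and 8.07 to 10.02 on the control and resistant arrays. Genes of the mesothelium, the lining of the peritoneal cavity, had medians of 7.19 and 7.37 on sensitive arrays 1 and 2, 6.87 on resistant array 2 and 5.49 on resistant array 3. Sensitive array 3 had a B cell list median of 7.81, and no other array exceeded 5.24. The first principal component held 44.9% of the variance and was positive on sensitive arrays 1 and 2, control array 3 and resistant arrays 2 and 4, which also had the lowest trimmed means, 19.4 to 27.5.

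**Figure D1:**
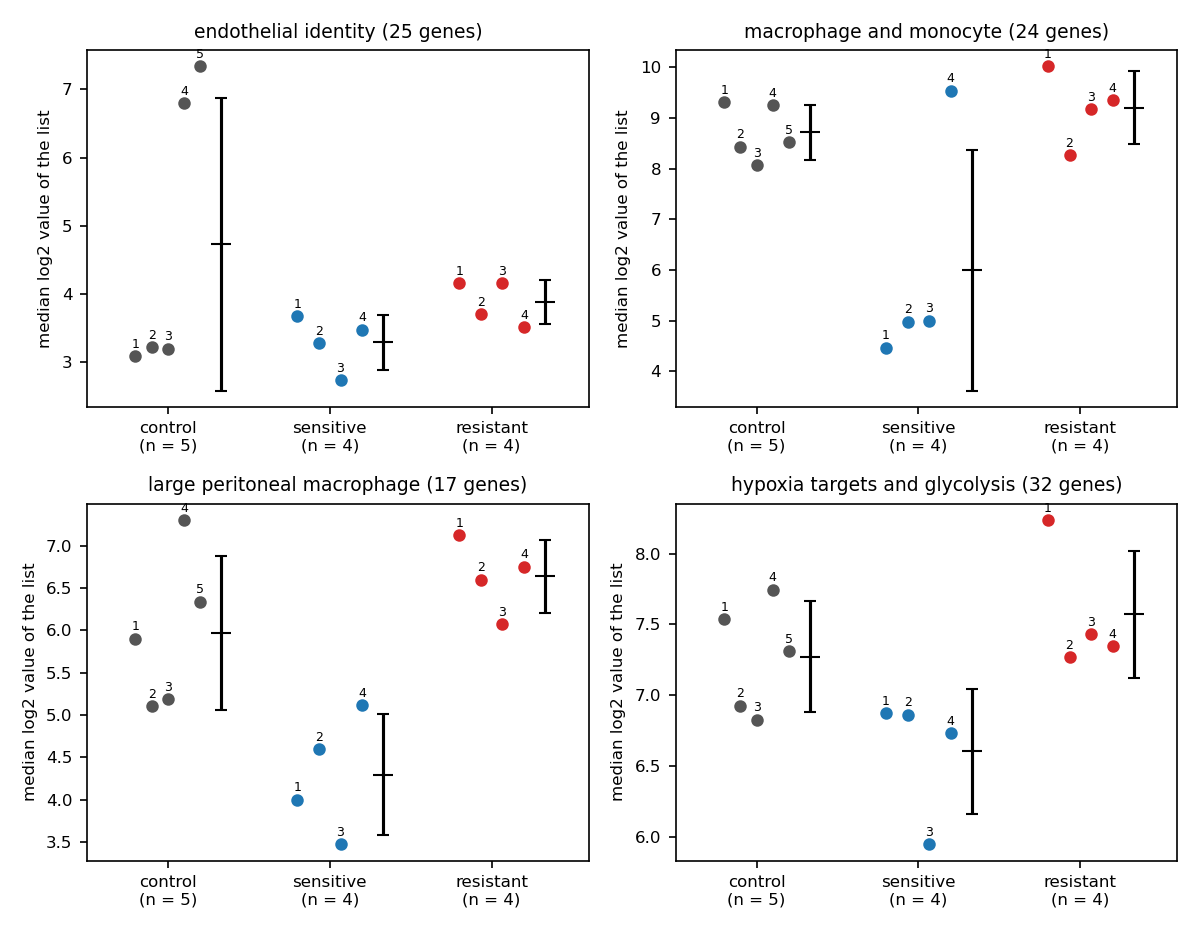
Median log2 value of 4 gene lists on each array, by group, with numbers for replicates and bars for the mean ± SD of the group. Control arrays 4 and 5 stand above the rest for endothelial genes, and sensitive arrays 1, 2 and 3 stand below the rest for macrophage and monocyte genes.

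The comparison of resistant with sensitive tumors asked which genes accompany the loss of response to B20. Lists of macrophage and hypoxia genes were called higher on the resistant arrays by camera with its preset correlation. The large peritoneal macrophage list, genes of the resident macrophages of the peritoneal cavity, rose by a median log2 fold change of 1.81, with all 17 genes positive and a list median of 6.64 ± 0.43 (SD, n = 4) on resistant and 4.30 ± 0.71 (SD, n = 4) on sensitive arrays. Its lead genes were Prg4, a lubricating glycoprotein, with a log2 fold change of 4.19 (SE 0.58, 18.3-fold), the lipoxygenase Alox15 with 3.85 (SE 0.60, 14.4-fold) and the coagulation factor F10 with 3.16 (SE 0.57, 8.92-fold). Adjusted over the list alone, 8 of the 17 were higher, against 0 over all genes. The list was called by camera (adjusted p = 4.74e-14), and adjusted p = 0.0283 with an estimated correlation. The exact permutation p of its list median was 0.0286, the smallest possible, and 0.177 after adjustment over 31 lists. The list medians of hypoxia, alternative macrophage activation, PPARG targets and lipid uptake, and the study genes gave the same p before and after adjustment. That of the macrophage and monocyte list gave an exact permutation p of 0.114. Genes of hypoxia and glycolysis rose by a median of 0.99, with 30 of 32 positive and 10 higher when adjusted over the list alone (adjusted p = 5.50e-15 by camera and 0.0544 with an estimated correlation). Among them were the oxidoreductase Ero1a with 2.27 (SE 0.35), the collagen prolyl hydroxylase P4ha1 with 1.68 (SE 0.40) and hexokinase Hk1 with 1.23 (SE 0.30).

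The macrophage and monocyte list rose by a median of 2.59, with 23 of 24 genes positive and 21 higher when adjusted over the list alone (adjusted p = 1.85e-23 by camera and 0.197 with an estimated correlation). Lysozyme Lyz2 differed by 2.97 (SE 0.63), the scavenger receptor Marco by 5.67 (SE 1.21) and the integrin Itgam by 3.65 (SE 0.86). This rise came from sensitive arrays 1, 2 and 3, and without them, with 1 sensitive array left and so no spread of its own in that group, the median was -0.50, that of the large peritoneal macrophage list 1.07 and that of the hypoxia list 0.79. The array left, sensitive array 4, had the largest 3 prime to 5 prime difference of Actb and Gapdh, a sign of degraded RNA, at 5.75 against 2.15 to 4.11 on the other 12 arrays, and the lowest mean of the hybridization controls, 7.59. Alternative macrophage activation genes rose by a median of 0.44, and 2 of 13 were higher when adjusted over the list alone (adjusted p = 0.533 with an estimated correlation). Inflammatory activation genes rose by a median of 0.77, and 1 of 16 was higher when adjusted over the list alone (adjusted p = 0.533 with an estimated correlation). That gene was the chemokine Cxcl3 with 1.63 (SE 0.46), while the chemokine Cxcl2 differed by 0.78 (SE 0.33) and did not pass. Without the same 3 arrays these medians were -0.46 and -0.08.

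Endothelial identity genes rose by a median of 0.64, with 19 of 25 positive and 0 passing when adjusted over the list alone (adjusted p = 0.961 with an estimated correlation). The vessel protein Plvap differed by 1.73 (SE 1.14) and Vwf by 1.13 (SE 1.10). T cell and NK cell lists fell (medians -0.50 and -0.67), with 14 of 15 and 12 of 13 genes negative and 0 passing when adjusted over the list alone (adjusted p = 0.780 and 0.961 with an estimated correlation). The T cell gene Cd8a differed by -0.70 (SE 0.34) and perforin Prf1 by -0.995 (SE 0.51). The study's methods list athymic nude mice, and its aptamer experiment placed the same tumor line in nude mice. The T cell values are therefore not read as a change of T cells. Apart from sensitive array 3, T cell list medians were 2.80 to 4.35 and NK cell list medians 2.53 to 4.38, against a floor of 2.01. These lymphocyte lists had their highest medians on sensitive array 3, and without it they stood at -0.06 and -0.0096 and did not pass, nor did the endothelial list at 0.39, the alternative activation list at 0.32 and the inflammatory list at 0.36. The T and NK cell calls were also lost without resistant replicate 2 (-0.46 and -0.65) or 4 (-0.53 and -0.57), that of NK cells without control replicate 3 (-0.67) or sensitive replicate 4 (-0.93), and that of the endothelial list without sensitive replicate 4 (0.68) or resistant replicate 1 (0.53) or 3 (0.49).

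Cd5l, represented by a single probe set, a secreted scavenger protein of tissue macrophages that the study followed, had a mean of 8.54 ± 0.52 (SD, n = 4) on resistant and 3.68 ± 1.07 (SD, n = 4) on sensitive arrays. The log2 fold change was 4.86 (SE 1.01, 28.9-fold), and all 4 resistant arrays lay above all 4 sensitive arrays. The exact permutation p was 0.0286, the smallest that these arrays can give, and 0.210 after adjustment over the 11 study genes. It did not pass over all genes by limma (adjusted p = 0.308). Without sensitive replicate 4 it was 5.12 (adjusted p = 0.0255), and from the arrays of both groups alone it was 4.86 (adjusted p = 0.0408), within a range of 0.0255 to 0.923 over the alternatives, while the log2 fold change ran from 3.68 to 5.19. The study chose this gene on these arrays, so the test is not independent evidence. Cd36, a lipid receptor, differed by 2.49 (SE 0.79, exact permutation p = 0.0571) and the kinase Akt1 by 1.21 (SE 0.45, exact permutation p = 0.114). Epas1, a hypoxia-inducible factor, differed by 0.99 (SE 0.73, exact permutation p = 0.0571) and Hif1a by 0.39 (SE 0.45, exact permutation p = 0.457). Pparg lay near the floor in all groups and differed by 0.11 (SE 0.19, exact permutation p = 0.486). Pecam1, which encodes CD31, differed by 0.34 (SE 0.88). Its values were 2.325 to 3.413 on the resistant and sensitive arrays, close to the floor of 2.01. On control arrays 4 and 5 they were 6.56. The small Pecam1 difference therefore says little about endothelial cells. The VEGF receptor Kdr differed by 0.87 (SE 1.01), Vegfa by 0.07 (SE 0.64), Arnt by -0.44 (SE 0.36) and Akt2 by -0.27 (SE 0.35). Other probe sets had the opposite sign for Epas1 (-0.32), Hif1a (-0.25 and -0.12, against 0.98 for another), Akt2 (0.30 and 0.19), Arnt (0.19) and Akt1 (-0.25 and -0.11, against 1.31 for another).

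**Figure D2:**
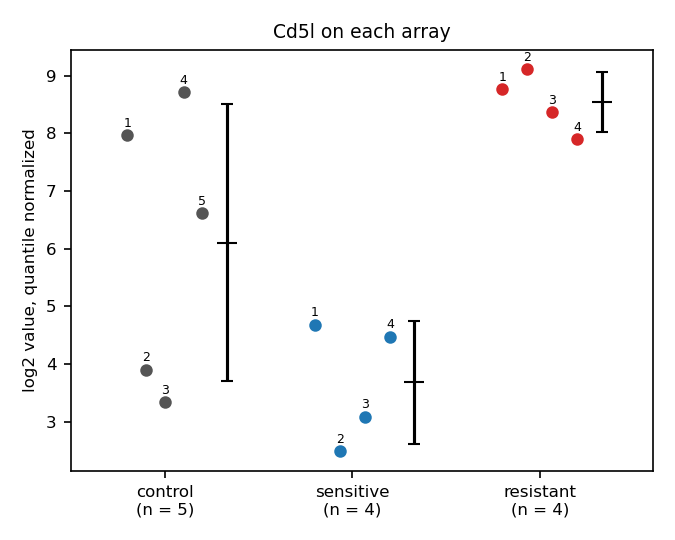
Cd5l on each array, as quantile normalized log2 values, with numbers for replicates and bars for the mean ± SD of each group. The 4 resistant arrays lie above the 4 sensitive arrays, and the 5 control arrays spread over the ranges of both (SD 2.40).

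By limma, 0 of 15384 genes passed between resistant and sensitive arrays, while 1087 had an unadjusted p under 0.05 (698 higher and 389 lower), where 769.2 are expected by chance. The methods' t-test, run without the study's random variance model, gave 529 genes at that unadjusted threshold and 0 after adjustment. The groups did not overlap in 1.87% of the genes, where chance gives 2.86%. Without sensitive replicate 4, 428 genes passed.

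The comparison of sensitive with control tumors asked what B20 treatment changed in responding tumors. By camera with its preset correlation 11 lists were called, and with an estimated correlation 0 were. The macrophage and monocyte list fell (median -2.49), with 23 of 24 genes negative and 21 lower when adjusted over the list alone (adjusted p = 0.375 with an estimated correlation). Lyz2 differed by -3.02 (SE 0.59), Itgam by -3.85 (SE 0.81) and the lysosomal protein Cd68 by -3.47 (SE 0.79). On sensitive array 4 the list was not low, and with this array alone against the control arrays its median was 0.48. The large peritoneal macrophage list fell (median -0.92), with 7 of 17 lower when adjusted over the list alone (adjusted p = 0.371 with an estimated correlation), among them F10 with -3.27 (SE 0.54) and Timd4 with -3.33 (SE 0.68). Alternative macrophage activation genes fell (median -1.39) with 1 of 13 lower when adjusted over the list alone (adjusted p = 0.452 with an estimated correlation). Inflammatory activation genes fell (median -0.78) with 4 of 16 lower when adjusted over the list alone (adjusted p = 0.452 with an estimated correlation), and the cytokine Tnf differed by -1.97 (SE 0.61). Without sensitive arrays 1, 2 and 3 these 3 lists stood at -0.64, -0.060 and -0.015. Neutrophil genes fell (median -0.30) with 2 of 13 lower when adjusted over the list alone (adjusted p = 0.412 with an estimated correlation), and the calprotectin subunit S100a8 differed by -2.97 (SE 0.73). Their median was -0.18 without control replicate 5 and -0.56 without sensitive replicate 4, and did not pass in either case.

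Hypoxia and glycolysis genes fell (median -0.66) between sensitive and control arrays, with 25 of 32 negative and 10 lower when adjusted over the list alone (adjusted p = 0.371 with an estimated correlation). The glycolytic enzyme Pgk1 differed by -1.69 (SE 0.37) and P4ha1 by -1.65 (SE 0.38). Endothelial identity genes fell (median -1.28), with 24 of 25 negative and 0 passing when adjusted over the list alone (adjusted p = 0.597 with an estimated correlation), and VE-cadherin Cdh5 differed by -2.42 (SE 1.07). The list of VEGF, Notch and angiopoietin signalling fell (median -0.52) with 2 of 30 lower when adjusted over the list alone (adjusted p = 0.597 with an estimated correlation), and the Notch ligand Jag1 differed by -2.97 (SE 0.68). Basement membrane genes fell (median -0.89) with 0 passing when adjusted over the list alone (adjusted p = 0.688 with an estimated correlation). Without control arrays 4 and 5, where endothelial genes were high, these 3 medians were 0.15, 0.10 and 0.34 and did not pass. Mesothelial genes rose by 1.23, with 10 of 10 positive and 0 passing when adjusted over the list alone (adjusted p = 0.719 with an estimated correlation), and stood at -0.65 without sensitive arrays 1 and 2, since the list medians of sensitive arrays 3 and 4, 2.87 and 2.81, lay below those of all control arrays. Proliferation genes rose by 0.43, with 22 of 26 positive and 0 passing when adjusted over the list alone (adjusted p = 0.597 with an estimated correlation), and cyclin Ccnb2 differed by 1.23 (SE 0.39). Without sensitive replicate 3 their median was 0.11 and did not pass, nor did it without control replicate 2 (0.33) or 3 (0.38). Other calls lost without 1 array were those of VEGF signalling without control replicate 5 (-0.28) or sensitive replicate 3 (-0.39), of basement membrane genes without control replicate 4 (-0.47) or 5 (-0.52) or sensitive replicate 3 (-0.56) or 4 (-0.51), and of mesothelial genes without control replicate 4 (0.94) or 5 (1.15) or sensitive replicate 1 (0.399) or 2 (0.497).

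Cd5l had a mean of 6.11 ± 2.40 (SD, n = 5) on the control arrays. Its log2 fold change was -2.42 (SE 0.96) between sensitive and control arrays, with an exact permutation p of 0.119. Cd36 differed by -2.87 (SE 0.75, exact permutation p = 0.0238) and Akt1 by -1.09 (SE 0.43, exact permutation p = 0.0159), and both stood at 0.131 after adjustment over the 11 study genes. By limma 0 genes passed in this comparison, while 1829 had an unadjusted p under 0.05 (818 higher and 1011 lower), the methods' t-test gave 1371 at that threshold and 0 after adjustment, and the groups did not overlap in 3.02% of the genes, where chance gives 1.59%. Without sensitive replicate 4, 696 genes passed.

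**Figure D3:**
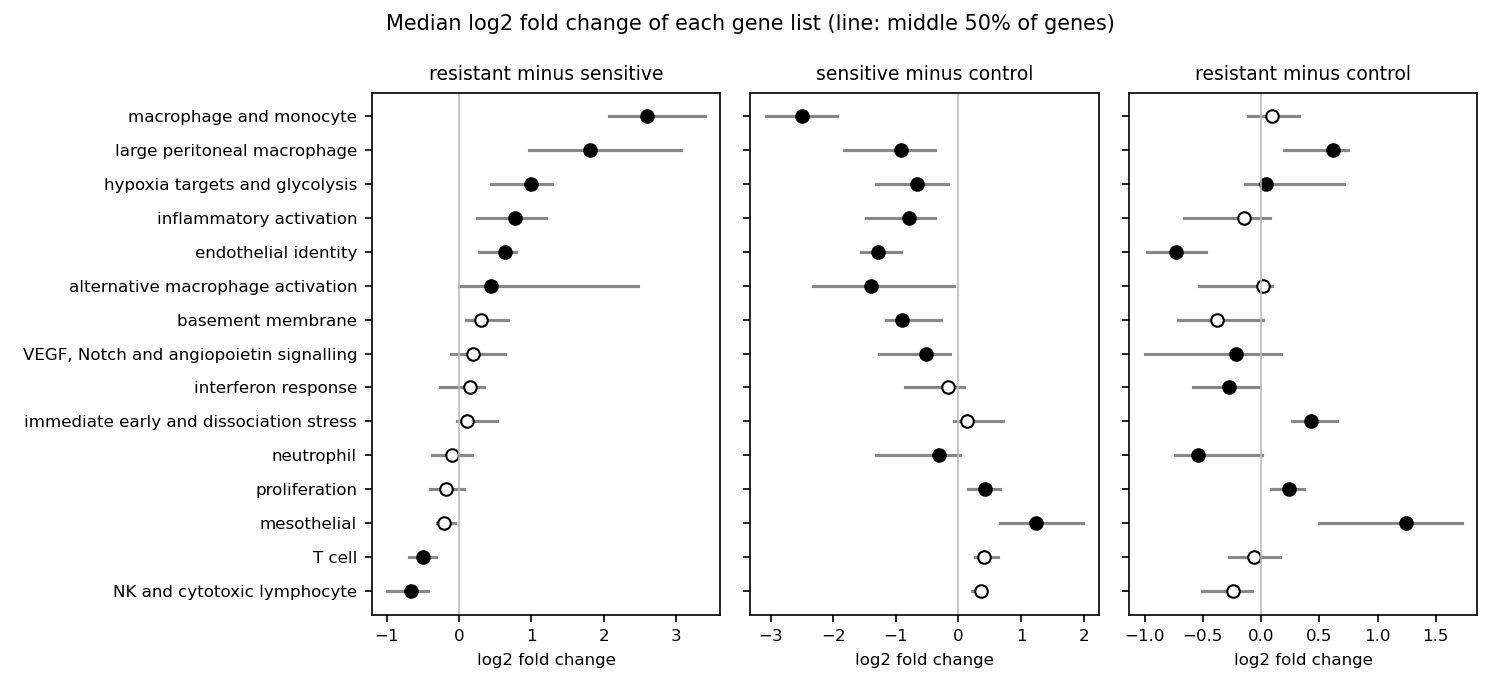
Median log2 fold change of 15 gene lists in each comparison, with lines for the middle 50% of the genes and filled points for lists called by camera with its preset correlation. The macrophage and monocyte list stands at 2.59 for resistant minus sensitive, at -2.49 for sensitive minus control and at 0.09 for resistant minus control; its direction in the first and second panels turns without sensitive arrays 1, 2 and 3.

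The comparison of resistant with control tumors asked how far tumors that escaped B20 differed from the control group. The 3 prime to 5 prime difference, a sign of RNA quality, was 2.15 to 2.82 on the control arrays and 2.40, 3.56, 3.32 and 4.11 on resistant arrays 1 to 4, and the list changes were not adjusted for it. The large peritoneal macrophage list rose by a median of 0.62, with 14 of 17 genes positive and 3 higher when adjusted over the list alone (adjusted p = 0.524 with an estimated correlation), and did not pass without its 4 members of largest fold (median 0.28). Those 3 were Alox15 with 2.24 (SE 0.57, 4.74-fold), Prg4 with 1.97 (SE 0.55, 3.91-fold) and the coagulation factor F5 with 2.18 (SE 0.68, 4.55-fold). Neutrophil genes fell (median -0.54) with 1 of 13 lower when adjusted over the list alone (adjusted p = 0.255 with an estimated correlation), the collagenase Mmp8 with -0.66 (SE 0.13), and S100a9 differed by -1.58 (SE 0.59). Mmp8 lay close to the floor of 2.01, with means of 2.83 on control and 2.17 on resistant arrays. On 1 resistant array it was at the floor. Mesothelial genes rose by 1.25, with Gpm6a at 2.08 (SE 0.93). Immediate early genes, which respond to tissue dissociation, rose by 0.43, with Fos at 1.21 (SE 0.65). Proliferation genes rose by 0.24, with Ccnb2 at 0.72 (SE 0.39). In these 3 lists 0 genes passed when adjusted over the list alone (adjusted p = 0.793 with an estimated correlation for each). Their calls were lost for mesothelial genes without resistant replicate 2 (0.67) or 3 (1.02), for immediate early genes without control replicate 4 (0.36) or resistant replicate 3 (0.32), and for proliferation genes without control replicate 2 (0.15) or 3 (0.22) or resistant replicate 1 (0.16).

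Hypoxia and glycolysis genes were called higher between resistant and control arrays although their median was 0.04 and their mean 0.24, with 0 passing when adjusted over the list alone (adjusted p = 0.793 with an estimated correlation), and the median was -0.0052 in the values as deposited. The call was lost without control replicate 1 (-0.0050) or 5 (0.11), sensitive replicate 1 (0.039) or resistant replicate 1 (-0.049). Ero1a differed by 0.95 (SE 0.33), hexokinase Hk2 by 1.36 (SE 0.49) and Egln3, an oxygen-sensing hydroxylase, by 1.66 (SE 0.61). Endothelial identity genes fell (median -0.73), with 24 of 25 negative, as did VEGF, Notch and angiopoietin signalling genes (median -0.22) and interferon response genes (median -0.28), with 0 passing when adjusted over the list alone (adjusted p = 0.793 with an estimated correlation for each). The VEGF receptor Flt1 differed by -1.33 (SE 0.67) and the interferon-induced Oas1a by -0.89 (SE 0.39). Without control arrays 4 and 5, where endothelial genes were high, these medians were 0.62 (adjusted p = 1.70e-16), 0.24 (adjusted p = 0.0210) and 0.13 (adjusted p = 0.601). Without control replicate 4 or 5 alone, the VEGF list stood at 0.0085 and 0.043 and the endothelial list at -0.26 and -0.13, and neither passed. The VEGF list did not pass either without sensitive replicate 1, 2 or 3 (-0.22 each) or resistant replicate 1 (-0.13) or 4 (-0.34), nor the interferon list without control replicate 1 (-0.19), 4 (-0.18) or 5 (-0.22) or resistant replicate 2 (-0.23) or 4 (-0.304). Cd5l differed by 2.43 (SE 0.96, 5.40-fold), with an exact permutation p of 0.103. By limma 0 genes passed, while 388 had an unadjusted p under 0.05 (153 higher and 235 lower), below the 769.2 expected by chance. The methods' t-test gave 1043 at that threshold and 0 after adjustment. The limma variance was pooled over all 3 groups, so it included the sensitive arrays, whose replicate correlations went down to 0.664. The limma count therefore cannot be read as likeness of the resistant and control arrays. The groups did not overlap in 2.704% of the genes, where chance gives 1.59%. With array quality weights 34 genes passed.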

Values the study reported

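The study reported CD5L expression that was 27.48-fold higher in endothelial cells of resistant tumors than in those of sensitive tumors, the largest difference it found. It called genes at a p value under 0.05 by a t-test with a random variance model.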

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

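All tests of explanations in this part were chosen after the patterns had been seen, except the counts over other splits of the samples, which were planned. Of 351 groups of 4 or 5 arrays, 30 had 1 array far from the others, where chance gives about 1 in 20, or 17.55. Sensitive array 4 held 9 of these and sensitive array 3 held 8. For Muc16, Pparg and Itgam the other arrays of the group lay at the floor, so any value above it would have stood apart.

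Sensitive array 4 lay above the other sensitive arrays in the macrophage and monocyte list, with a median of 9.54, Lyz2 at 11.11 and Itgam at 6.31, and in F10 of the large peritoneal macrophage list at 8.53. Genes of other lists also stood high there, with Plin2 at 10.07, Nrp2 at 7.17, Pik3cb at 5.13 and Pparg at 2.51, while Egr1 was low at 9.56. Sensitive array 3 had list medians of 7.81 for B cells, 5.71 for NK cells, 4.56 for dendritic cells and 3.32 for mast cells and eosinophils, with Icos at 9.18 and Ctsw at 6.34, and low medians of 5.95 for hypoxia and glycolysis and 5.20 for the study genes. It had the highest value of all arrays for 17 of 19 B cell, 9 of 15 T cell and 9 of 13 NK cell genes.

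Other single arrays stood apart for Akt2 (6.78 on resistant array 3), Jag1 (5.73 on resistant array 2), Ero1a (9.13 on resistant array 3), Cd8a (3.6 on control array 3), Prf1 (4.48 on control array 1), Xcl1 (2.94 on control array 3), Muc16 (2.07 on control array 3) and Kif23 (4.58 on control array 5). Lists that did so were hypoxia and glycolysis (8.24 on resistant array 1), alternative macrophage activation (5.16 on resistant array 2), neutrophil (4.598 on resistant array 4), NK cell (4.38 on control array 1) and reference genes (8.73 on resistant array 1).

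Cd5l was higher on every resistant than on every sensitive array. A lower share of macrophage RNA on the sensitive arrays does not account for all of it, because with the mean of the macrophage and monocyte list as a covariate the log2 fold change was 3.63 (SE 1.37), against 4.86 (SE 1.01) without it. With the mean of the large peritoneal macrophage list as a covariate it was 0.58 (SE 1.69), so more RNA of these macrophages in the resistant samples is a candidate explanation, although the list itself separates both groups and the error is wide. Cd5l is in neither list, 5 of the 17 genes (Selp, Icam2, Fn1, Thbs1 and Itga6) are also made by endothelial cells, and the CD31 sort would remove macrophages without CD31; on the resistant arrays Lyz2 had a mean of 11.53 and F10 of 9.43. A rise of Cd5l within endothelial cells of resistant tumors stays open and was not tested on these arrays. By immunohistochemistry, the study reported significantly more CD5L protein in the endothelial cells of resistant tumors than in those of sensitive tumors.

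Endothelial genes were high on control arrays 4 and 5 only, although all samples were sorted on CD31. On control arrays 1 and 2 and resistant arrays 1 and 3 dim signal is argued against by the trimmed means before quantile normalization. These were 33.1, 32.3, 33.5 and 31.7, against 32.6 and 31.1 on control arrays 4 and 5. For control array 3 and resistant arrays 2 and 4 it stays open, since their trimmed means were 23.8, 27.5 and 24.7. Macrophage genes on control arrays 1 to 3 and the resistant arrays differed from control arrays 4 and 5 by a median of 0.04395. This median pools arrays after quantile normalization, which evens out brightness, so it cannot show whether a single array was dim. On sensitive array 4 the trimmed mean of 32.2 argues against dim signal. Macrophage genes there lay a median of 0.3077 above control arrays 4 and 5. On sensitive array 3 dim signal is argued against by the B cell list, with a median of 7.81, against 3.75 and 3.58 on control arrays 4 and 5. There 17 of 19 B cell genes were highest of all arrays, and the trimmed mean was 32.1, against 32.6 and 31.1. For sensitive arrays 1 and 2 dim signal stays open, because macrophage genes were low and the trimmed means were 19.4 on each. The mesothelial medians there, 7.19 and 7.37, go against it, since control arrays 4 and 5 had 3.19 and 3.42. A lower share of endothelial RNA on the other 11 arrays cannot be told apart from lower expression within endothelial cells, because the count of 23 of 25 endothelial genes higher on both arrays than on each other array repeats the pattern itself. No biological explanation was tested, since both arrays carry the same label as control arrays 1 to 3.

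Sensitive arrays 1 and 2 lay far from the others. Degraded RNA is argued against by the 3 prime to 5 prime difference of Actb and Gapdh, which was 3.05 on average there and reached 5.75 on sensitive array 4. RNA of the human tumor cells cannot be told apart from other causes, since probe sets of 1 gene disagreed more there (0.608 against at most 0.358 elsewhere), but not in proportion to the distance of the arrays from the rest (ratios of 1.07 and 1.08, against 0.94 to 1.25). A higher share of mesothelial RNA cannot be told apart from other causes either, because the count of 8 of 10 mesothelial genes higher on both arrays than on each other array repeats what had been seen. By the study's methods tumor cells were sorted apart on CD326 and endothelial cells were selected on CD31, which would leave out tumor and mesothelial cells where the sorts were complete. A response to B20 stays open and was not tested.

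Other splits of the same arrays do not exclude chance for any count. Between resistant and sensitive arrays, 13 of 35 splits gave at least the 1087 genes at an unadjusted p under 0.05 (highest other 5768), and 24 of 35 at least the 8 lists called (highest other 16). For sensitive against control arrays, 19 of 100 splits drawn reached 1829 genes (highest other 5617) and 47 of 100 reached 11 lists (highest other 17). For resistant against control arrays, 22 of 100 reached 388 genes (highest other 1043) and 57 of 100 reached 9 lists (highest other 21). Splits that placed sensitive arrays 1 and 2 together with resistant arrays 2 and 4, or with control arrays 2 and 3, called 2575 and 1985 genes after adjustment, which points to a structure of the samples that does not follow the groups.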

How the results depend on the processing

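Leaving out sets of arrays, the brightness covariate, the values as deposited, the macrophage lists without the 4 members of largest fold and all list medians under other settings were chosen after the data were seen, and the other alternatives were planned. Of 784 list medians, 616 kept their direction and call, 147 lost the call and 21 reversed; of 3667 named gene values, 3579 kept both, 46 came to pass and 42 reversed, counting a sign change of a gene not called only where the value moved by more than 1 SE from the reported one (72 sign changes in all). The large peritoneal macrophage list passed between resistant and sensitive arrays in all 28 alternatives (medians 1.07, from a single sensitive array, to 2.26), and the hypoxia list in 27 of 28 (0.70 to 1.31, not passing with an estimated correlation). Quantile normalization, planned as an alternative, was already in use, and Cd5l had no other probe set. The methods' t-test after adjustment called 0 genes. Where no reason is given, the cause was not tested. Of all values, 91.1% lay under an intensity of 100, and background was not measured. The floor limits dim genes such as Pparg.

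For resistant against sensitive arrays, 0 genes became 1 with an offset of 16 in place of the floor (Prg4), 4 without the least variable 50% (Alox15, Bst1, Plxdc2 and Prg4, fewer genes tested), 2 with the arrays of both groups alone (Alox15 and Cd5l) and 529 by the methods' t-test unadjusted. Leaving out single arrays gave 0 to 428 genes, the highest without sensitive replicate 4, and 4 without control replicate 1 (Alox15, Ero1a, Plxdc2 and Prg4). The 8 lists became 13 with centered arrays, 1 with an estimated correlation, 2 with fry, 14 with brightness as a covariate, and 4 to 14 without single arrays, 4 without sensitive replicate 3 and 14 without sensitive replicate 1 or 2. Cd5l was 3.68 with an offset of 16 in place of the floor, its lowest value, and ran from 4.46 to 5.19 without single arrays, past the threshold at 5.12 without sensitive replicate 4, and was 4.86 and past it with the arrays of both groups alone. Genes named here were chosen after their values were seen.

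For sensitive against control arrays, 0 genes became 5 without the least variable 50% (Bst1, Ccl3, F10, Fpr2 and Slfn4), 1371 by the methods' t-test unadjusted and 0 to 696 without single arrays (696 without sensitive replicate 4, 1, D130051D11Rik, without control replicate 3). The 11 lists became 0 with an estimated correlation or fry, 19 with brightness as a covariate, where the mesothelial median was -0.075, and 7 to 17 without single arrays (7 without control replicate 5, 17 without sensitive replicate 1). For resistant against control arrays, 0 genes became 34 with array quality weights, where Epas1 was -0.58, and 1043 by the methods' t-test unadjusted, and stayed at 0 without single arrays. The 9 lists became 0 with an estimated correlation or fry and 5 to 13 without single arrays (5 without control replicate 4 or 5, 13 without control replicate 2). The hypoxia median was -0.0052 in the values as deposited and ran from -0.049 (without resistant replicate 1) to 0.24 without single arrays, and that of VEGF signalling from -0.48 to 0.043 (without control replicate 5). Over all alternatives Vegfa ran from -2.01 to 0.76 between resistant and sensitive arrays and from -0.12 to 2.65 between sensitive and control arrays, and without single arrays from -0.58 to 0.76 and from -0.12 to 1.22.

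Without 1 array, other list calls were lost as follows. For resistant against sensitive arrays the NK cell list did not pass without control replicate 3 (-0.67), sensitive replicate 3 (-0.0096) or 4 (-0.93) or resistant replicate 2 (-0.65) or 4 (-0.57), the T cell list without sensitive replicate 3 (-0.063) or resistant replicate 2 (-0.46) or 4 (-0.53), endothelial identity without sensitive replicate 3 (0.39) or 4 (0.68) or resistant replicate 1 (0.53) or 3 (0.49), and the alternative and inflammatory activation lists without sensitive replicate 3 (0.32 and 0.36). For sensitive against control arrays this held for proliferation without control replicate 2 (0.33) or 3 (0.38) or sensitive replicate 3 (0.11), mesothelial without control replicate 4 (0.94) or 5 (1.15) or sensitive replicate 1 (0.399) or 2 (0.497), basement membrane without control replicate 4 (-0.47) or 5 (-0.52) or sensitive replicate 3 (-0.56) or 4 (-0.51), VEGF signalling without control replicate 5 (-0.28) or sensitive replicate 3 (-0.39), and neutrophil without control replicate 5 (-0.18) or sensitive replicate 4 (-0.56). For resistant against control arrays it held for hypoxia without control replicate 1 (-0.0050) or 5 (0.11), sensitive replicate 1 (0.039) or resistant replicate 1 (-0.049), interferon response without control replicate 1 (-0.19), 4 (-0.18) or 5 (-0.22) or resistant replicate 2 (-0.23) or 4 (-0.304), proliferation without control replicate 2 (0.15) or 3 (0.22) or resistant replicate 1 (0.16), endothelial identity without control replicate 4 (-0.26) or 5 (-0.13), VEGF signalling without control replicate 4 (0.0085) or 5 (0.043), sensitive replicate 1, 2 or 3 (-0.22 each) or resistant replicate 1 (-0.13) or 4 (-0.34), immediate early genes without control replicate 4 (0.36) or resistant replicate 3 (0.32), and mesothelial genes without resistant replicate 2 (0.67) or 3 (1.02). Between resistant and control arrays the large peritoneal macrophage and neutrophil lists passed without each array.

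Replicate numbers did not pair the arrays, with correlations of same-numbered arrays from -0.43 to 0.53 and 2, 0 and 1 of 4 arrays closest to their own number. With the replicate number as a block, 0 genes passed in each comparison, the lists were 9, 10 and, for resistant against control arrays, 5, and VEGF signalling stood at 0.043 there.

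Without sensitive arrays 1 and 2, which stood apart, 15 genes and 16 lists passed between resistant and sensitive arrays, with Hif1a at -0.29, Arnt at 0.048 and Akt2 at 0.21. Between sensitive and control arrays 15 genes and 18 lists passed, with Hif1a at 0.15, Arnt at -0.0089, Muc16 at -0.011, Bnc1 at -0.074 and the mesothelial median at -0.65.

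Without sensitive arrays 1, 2 and 3, low in macrophage genes, the lone sensitive array, with the largest 3 prime to 5 prime difference (5.75), is assumed to vary like the other groups. Between resistant and sensitive arrays 2 genes passed (Zfp386 and Zfp995), and the reversed values were Pparg -0.26, Hif1a -0.54, Akt2 0.24, Vegfa -2.01, Jag1 -0.40, Nrp2 -0.61, Plin2 -0.55, Pik3cb -0.49, Clec7a -0.43, Cd8a 0.23, Lat 0.35 and Xcl1 0.16, and the medians of macrophage and monocyte -0.50, alternative activation -0.46, T cell 0.12 and inflammatory activation -0.081. Between sensitive and control arrays 4 genes passed (Col14a1, Gcnt2, Zfp386 and Zfp995), with Pparg 0.10, Hif1a 0.40, Nrp1 0.085, Plin2 0.22, Pik3cb 0.88, Clec10a 0.61, Clec7a 0.44, Muc16 -0.011, Mcm2 -0.14 and Tnf 0.21, and the medians of macrophage and monocyte 0.48, mesothelial -0.68 and proliferation -0.22.

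Without control arrays 4 and 5, high in endothelial genes, 7 lists passed between sensitive and control arrays, with Epas1 at 0.51, Pecam1 at 0.26, Kdr at 0.60 and Lamb1 at 0.015, and medians of endothelial identity 0.15, VEGF signalling 0.098 and basement membrane 0.34. Between resistant and control arrays Pparg was 0.040, Pecam1 0.61, Kdr 1.48, Ecscr 0.11, Tie1 0.28 and Mx1 0.0034, and the medians of endothelial identity 0.62, VEGF signalling 0.24 and interferon response 0.13.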

Other observations

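At an adjusted p under 0.1, 5 genes differed between resistant and sensitive arrays and were named after their values were seen. Besides Prg4, Alox15 and Ero1a these were Plxdc2, a membrane protein, with a log2 fold change of 2.89 (SE 0.44, adjusted p = 0.0654), and Bst1, an ectoenzyme, with 3.24 (SE 0.53, adjusted p = 0.0794). Slfn4, a myeloid gene, was the single gene at that level between sensitive and control arrays, at -2.999 (SE 0.43, adjusted p = 0.0929). None of these passed 0.05.

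Marco ranked first of 15384 genes by fold between resistant and sensitive arrays, at 50.8-fold (adjusted p = 0.308), and Cd5l ranked second at 28.9-fold. The order turned without sensitive arrays 1 and 2 (log2 fold changes of 4.40 for Marco and 4.76 for Cd5l), without sensitive arrays 1, 2 and 3 (2.75 and 4.06) and with the mean of the probe sets of a gene (2.92 and 4.86). The study named Cd5l as the gene with the largest difference. Of the 21 lists not called in that comparison, medians ran from -0.41 for B cells to 0.43 for fibroblasts. The list of PPARG targets and lipid uptake stood at 0.31 (adjusted p = 0.0617), with Plin2 at 1.62 (SE 0.63), and that of HIF transcription factors at -0.16 with a mean of 0.16, so its median and mean differed in sign. Uncalled medians ran from -0.38 to 0.63 for sensitive against control arrays and from -0.38 to 0.27 for resistant against control arrays.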
